A study of Mus musculus with 13 samples. Its data were reported in "β-Hydroxy-β-Methylbutyrate Supplementation Promotes Antitumor Immunity in an Obesity Responsive Mouse Model of Pancreatic Ductal Adenocarcinoma" (2021).

How the data were processed

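Gene expression was measured in 13 subcutaneous tumors grown from Panc02 cells, a mouse pancreatic ductal adenocarcinoma line, in male C57BL/6 mice. The mice ate a control diet or were made obese with a high-fat diet (diet-induced obesity, DIO), each without or with HMB (β-hydroxy-β-methylbutyrate), which the body makes from the amino acid leucine. The groups were control (n = 3), control + HMB (n = 3), DIO (n = 3) and DIO + HMB (n = 4), and each array held the tumor of a different mouse. Whether these mice also received injections of the chemotherapy gemcitabine or of its vehicle, as mice of the study did, is not given in the labels. RNA was hybridized to Affymetrix Mouse Gene 2.1 ST arrays. The authors normalized the arrays with RMA, which subtracts background, quantile normalizes and summarizes probe sets, and the deposited values are on the log2 scale. The source notes name RMA, affy and limma, and their versions are not given in the sources used here. A genome build for the array is not given in those sources either, so no coordinates are printed, and the GRCm38.p6 RefSeq annotation served only to check gene names.

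The value table held 41345 probe sets and 0 missing values. A single gene symbol was attached to 23521 probe sets, several symbols to 1814, and no symbol here to 16010. Of the probe sets with 1 symbol, 23328 had an Entrez identifier in the RefSeq annotation, and the symbol was checked and found equal for all 23328. For the 1082 genes with more than 1 probe set, the one with the highest mean over all 13 arrays was used, which left 22180 genes. No gene was filtered out for low signal. The arrays' medians ran from 3.65 to 3.75, and no array was left out. The number of arrays limits the precision: at the median standard error (SE), a gene needed a log2 difference of 1.55 to pass the adjusted threshold on its own between groups of 3 arrays, and of 1.45 between DIO + HMB and another group.

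All 13 arrays entered 1 limma model (lmFit and eBayes, version 3.58.1, in R 4.3.3) with 4 group means and 9 residual degrees of freedom. The comparisons were DIO against control, control + HMB against control, DIO + HMB against DIO, DIO + HMB against control + HMB, DIO + HMB against control, the HMB effect averaged over both diets, and the interaction of diet and HMB (the HMB effect in DIO minus that in the control diet). Tests were two-sided and p-values were adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05. The model was tested on simulated data with 50 changed genes of each of 4 known sizes per comparison. For DIO + HMB against DIO it recovered 64% of the genes changed by 1 on the log2 scale and 98% of those changed by 2. For the interaction it recovered 0%, 20%, 58% and 80% of those changed by 0.5, 1, 1.5 and 2. The simulated noise was independent between genes, and 3 whole lists were shifted as well, so these shares need not hold for the real arrays.

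Gene groups were 52 lists written by hand for cell types, pathways and tissues that can be taken along with a subcutaneous tumor. They held 820 different genes, 726 of them measured, and 51 lists with at least 5 measured members were tested. The main list test was limma's camera with a preset correlation of 0.01, adjusted over the lists within a comparison. It asks whether the members of a list moved against the other genes. With the preset, members that vary together across mice count almost as separate evidence, so its p-values do not measure the spread between mice. For lists and sets, rose and fell below give the direction of a call by this test. Camera with a correlation estimated for each list, limma's fry (for a shift in 1 direction and for change in either) and fgsea (version 1.28.0, 10000 permutations) were run beside it. Mouse Reactome sets from the fgsea package with 15 to 300 measured genes (693 sets, 5575 genes) were tested with camera as well. A list score per array is the mean over the members of the log2 value centered on the gene's mean over all arrays. Some members are given below as passing when adjusted over their list alone. That adjustment leaves out all other genes, lists and comparisons, and most of these lists were called from the same values, so it is weak evidence.

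The groups, tests, gene lists, named-gene rule and most alternatives were chosen before the data were examined. For each of the 4 comparisons made by the study (DIO, control + HMB and DIO + HMB against control, and DIO + HMB against DIO) the rule takes the 8 genes with the largest log2 difference in each direction among those that passed. A direction with fewer is filled with the genes of lowest unadjusted p, which did not pass. From each list that passed, up to 4 members with the lowest p in the direction of the list are added. The other comparisons give 4 genes in each direction. Predicted genes and large receptor families are skipped in the first part of the rule, and their number is given. Genes were dropped for length from the bottom of the order only.

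Alternatives were run one at a time. They left out each array in turn, left out the lower-expressed genes, took the mean of a gene's probe sets, centered medians and repeated quantile normalization, fitted only the groups compared, used the replicate number as a block, weighted the arrays, let the variance follow a trend with robust estimation, or repeated the feature selection of the methods with a t statistic for each pair of groups. Others were chosen after seeing the data: scores of fat, muscle and B cell genes as covariates, the standard deviation (SD) of all genes in an array as a covariate (the width of the array), leaving out the DIO + HMB replicates 1 and 2 together, every alternative for the Reactome sets, and the counts of genes at an unadjusted p under 0.05 in other splits of the arrays. Hallmark and Gene Ontology sets were not used here. Cell type deconvolution was not analysed here. Plots were drawn in Python 3.11.15 with matplotlib 3.10.9.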

Results

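Expression of 22180 genes was compared across Panc02 tumors from 3 control, 3 control + HMB, 3 DIO and 4 DIO + HMB mice. All 13 arrays correlated with one another at r = 0.971 to 0.991, and no pair of arrays shared more than 55 identical values among 41345 probe sets. The SD of all genes within an array, its width, averaged 2.52 ± 0.019 (SD) in control, 2.60 ± 0.022 in control + HMB, 2.56 ± 0.044 in DIO and 2.60 ± 0.019 in DIO + HMB. Some arrays stood apart in markers of other tissues. In DIO + HMB replicate 1 the B cell score was 3.24, against -0.45 to -0.08 in the other DIO + HMB arrays, and the T cell score was 1.53. The same array also stood apart for epithelial ductal (0.93) and skin genes (0.45). DIO + HMB replicate 2 had an adipocyte score of 2.19, DIO + HMB replicate 3 had a skeletal muscle score of 3.50, and DIO replicate 3 had a T cell score of -0.995, where 0 is the mean of all arrays.

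**Figure D1:**
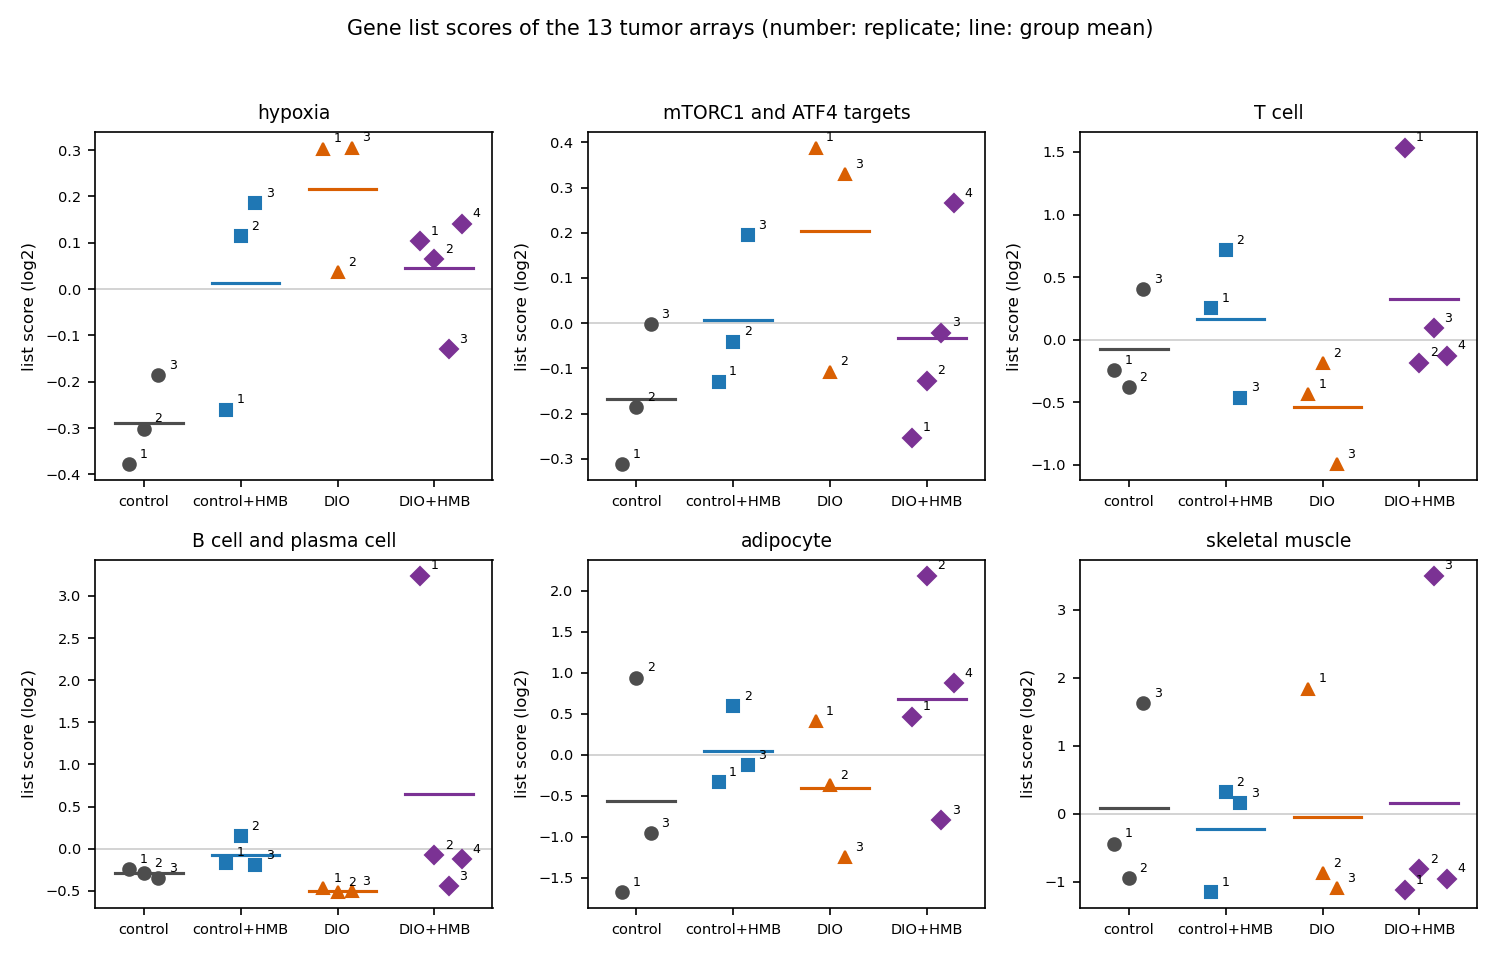
List scores of the 13 tumors for hypoxia, mTORC1 and ATF4, T cell, B cell, adipocyte and skeletal muscle genes (vertical axes, mean centered log2 expression), by group (horizontal axes). Points are arrays numbered by replicate and lines are group means. DIO + HMB replicate 1 lies at 3.24 for B cell genes, and the mean hypoxia score is -0.29 in control and 0.21 in DIO.

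To ask whether the 4 groups separated in their whole expression profile, the variation between groups was set against permuted group labels. The groups held 27.2% of the total variation, against a mean of 25% for permuted labels (permutation p = 0.212, 100000 permutations, one-sided). Leaving out single arrays gave 28% to 30.9%, where permuted labels of 12 arrays give 27.3% on average. When the 1000 genes that differed most between the groups were picked first, the groups held 65.8% of the variation of those genes. The same picking with permuted labels gave a mean of 58%, and 4 of 100 labellings, the real one included, had a share as large.

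**Figure D2:**
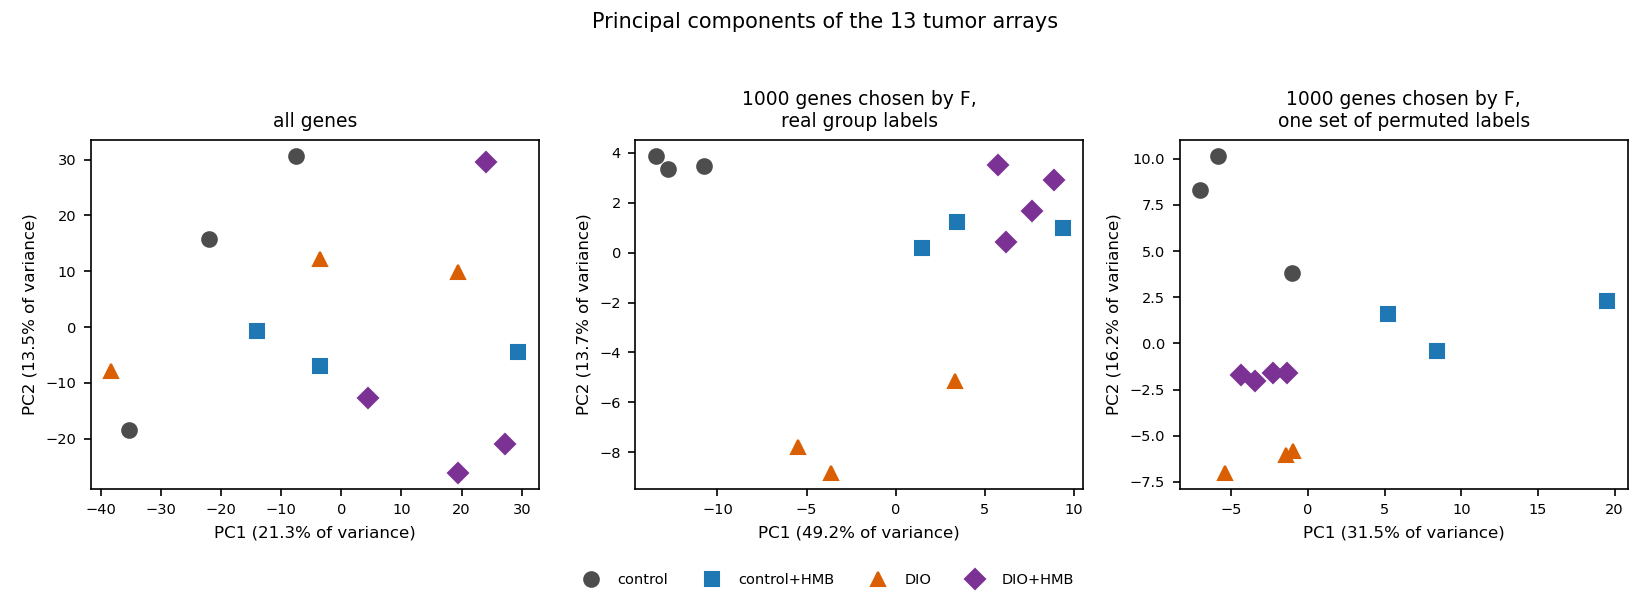
Principal component scores of the 13 tumors (each point an array, colored by group; axes are components 1 and 2 with their share of the variance) over all genes, over the 1000 genes with the largest F for the real groups, and over 1000 genes picked in the same way for 1 permuted labelling. Component 1 holds 21.3% of the variance over all genes, 49.2% after picking with the real groups and 31.5% after picking with the permuted labelling.

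The first comparison asked what obesity changed in the tumors. Genes induced by low oxygen rose in DIO relative to control, as did targets of mTORC1 and ATF4, which respond to amino acid supply and stress. In the hypoxia list 16 of 19 measured genes were higher, by 0.50 on the log2 scale on average (adjusted p = 9.11e-05, and adjusted p = 0.666 with an estimated correlation). Its leading members were P4ha1, a collagen prolyl hydroxylase (log2 difference 0.53, SE 0.15), the secreted glycoprotein gene Stc2 (0.59, SE 0.18), Egln3, an oxygen-dependent hydroxylase of HIF (1.85, SE 0.62), and Adm, which encodes the vasodilator adrenomedullin (1.44, SE 0.52). All 18 mTORC1 and ATF4 targets were higher, with a mean of 0.37 (adjusted p = 0.000114), among them the stress-induced pseudokinase gene Trib3 (0.60, SE 0.22) and Slc7a11, the cystine transporter (1.10, SE 0.45). Cell cycle genes (20 of 24 higher, mean 0.19, adjusted p = 0.0339), such as Mki67 (0.32, SE 0.16), and glycolysis genes (11 of 13 higher, mean 0.20, adjusted p = 0.0339), such as the lactate exporter Slc16a3 (0.58, SE 0.24), also rose. For these 3 lists, adjusted p = 0.999 with an estimated correlation.

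T cell, cytotoxic lymphocyte and NK cell genes fell in DIO relative to control. All 12 T cell genes were lower (mean -0.47), as were all 14 genes of cytotoxic lymphocytes (mean -0.29) and 8 of 10 NK cell genes (mean -0.35), with adjusted p = 0.0235 for each list and adjusted p = 0.999 with an estimated correlation. Examples were Cd3e (-0.84, SE 0.37) and Cd3d (-0.77), which encode chains of the T cell receptor complex, and Cd8a (-0.61, SE 0.30). DIO replicate 3 had the lowest score of all arrays for these 3 lists and for 16 others of the 51, such as fibroblast and matrix (-1.52), mast cell (-1.15), smooth muscle (-0.79), M2-like macrophage (-0.75), dendritic cell (-0.53) and neutrophil genes (-0.50), so its low values were not limited to lymphocytes. Xcl1, a chemokine of NK and CD8 T cells (-1.10, SE 0.19), passed when adjusted over the list alone, and no other member of the 7 lists did. The hypoxia and mTORC1 and ATF4 lists passed without each array in turn (highest adjusted p = 0.0033 and 0.0193). The lymphocyte calls were lost without control replicate 3 (adjusted p = 0.273, 0.607 and 0.428 for T cell, cytotoxic and NK genes) or DIO replicate 3 (0.319, 0.319 and 0.156). The cell cycle and glycolysis calls were lost without control replicate 1 (0.537 and 0.336), DIO replicate 1 (0.273 and 0.345) or DIO replicate 3 (0.548 and 0.0564), where the glycolysis mean was 0.23. The mean of the cytotoxic genes was -0.50 without control replicate 1, and that of the cell cycle genes 0.34 without DIO replicate 2. With the width of the array as a covariate 3 lists passed, 2 of them among the 7 (hypoxia, adjusted p = 0.00319, and NK cell, adjusted p = 0.00315). With the lower-expressed genes left out 5 of the 7 calls were kept, and those of cell cycle (0.245) and glycolysis genes (0.165) were lost.

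No single gene passed between DIO and control in limma (0 of 22180, lowest adjusted p = 0.32). At an unadjusted p under 0.05 there were 1717 genes, 955 higher and 762 lower, where chance gives 1109. The pairwise t statistic of the methods also passed 0 genes, with 1194 at an unadjusted p under 0.05. The genes of lowest p, which did not pass, were Kctd21, an adaptor of cullin 3 ubiquitin ligases (log2 difference 1.27, SE 0.22), the p53-regulating kinase gene Trp53rka (1.25, SE 0.22), Trim30a, an interferon-inducible gene (1.50, SE 0.27), and Gja1, which encodes the gap junction protein connexin 43 (0.90, SE 0.17), all higher. Lower, and not past the threshold either, were the protocadherin gene Pcdh17 (-0.92, SE 0.15), Xcl1, and the transcription factor gene Gfi1 (-0.77, SE 0.14), with 5 genes skipped by symbol. Lists for other pathways gave no call: genes of the epithelial-mesenchymal transition were higher in 16 of 20 (mean 0.20, adjusted p = 0.415) and prostaglandin genes in 10 of 17 (mean 0.12, adjusted p = 0.802). Among 693 Reactome sets, 18 rose and 3 fell. They were led by asparagine-linked glycosylation (higher, 105 genes, adjusted p = 0.0162) and respiratory electron transport (lower, 69 genes, adjusted p = 0.0162), and the lowest was adjusted p = 0.995 with an estimated correlation. The count of 21 sets became 0, 68 or 11 without DIO replicate 1, 2 or 3, and 2 or 66 without control replicate 1 or 3.

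The comparison of control + HMB and control asked what HMB changed without obesity. Odorant receptor genes fell: 694 of 1088 were lower, by -0.08 on average (adjusted p = 0.00146, and adjusted p = 0.894 with an estimated correlation). The leading members Olfr849 (-0.65, SE 0.16), Olfr819 (-0.80) and Olfr687 (-1.08) encode G protein-coupled receptors of the olfactory epithelium. The width of the control + HMB arrays exceeded that of the control arrays, as given above, and with width as a covariate the list gave adjusted p = 0.664, in the other direction. No other list passed. Endothelial genes (15 of 16 higher, mean 0.24), MHC class II genes (10 of 10, mean 0.36), macrophage genes (16 of 16, mean 0.21), immune checkpoint genes (11 of 13, mean 0.32) and cholesterol synthesis genes (15 of 17, mean 0.26) had adjusted p = 0.113 each. T cell genes were higher in 10 of 12 (mean 0.24, adjusted p = 0.447) and interferon gamma response genes in 11 of 19 (mean 0.10, adjusted p = 0.605). The number of lists depended on single arrays: it was 2 without control replicate 1, 6 without control replicate 2, 13 without control replicate 3, 5 without control + HMB replicate 1, 15 without control + HMB replicate 3, and 3, 2 and 2 without DIO + HMB replicates 1, 2 and 4.

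The gene of lowest p between control + HMB and control was Kctd21 (log2 difference 1.67, SE 0.22, adjusted p = 0.0816), which did not pass. Its expression was 3.75 to 4.21 in the 3 control arrays and 5.02 to 6.04 in the other 10 arrays, so its difference from control in every group rests on the same control arrays. It passed without DIO + HMB replicate 1 (adjusted p = 0.0437). Other genes of low p, each with adjusted p = 0.271, were Zbtb24, a zinc finger gene (1.06, SE 0.18), Ggps1, which encodes geranylgeranyl diphosphate synthase (0.79, SE 0.14), the phospholipase gene Pafah2 (0.97) and Havcr2, which encodes the checkpoint receptor TIM-3 (1.00, SE 0.18). Havcr2 passed when adjusted over the immune checkpoint list alone. Lower were Tlcd1 (-0.75, SE 0.15), the pheromone gene Esp1 (-0.90) and the serpin gene Serpinb9f (-0.98), with 4 genes skipped by symbol. In limma 0 of 22180 genes passed, and 2537 (1601 higher, 936 lower) had an unadjusted p under 0.05, where chance gives 1109. The pairwise t statistic passed 0 genes and had 2143 at an unadjusted p under 0.05. Without control replicate 3, 1 gene passed in limma. Of the Reactome sets 58 rose and 22 fell, led by asparagine-linked glycosylation (higher, adjusted p = 1.76e-05) and respiratory electron transport (lower, adjusted p = 1.76e-05), with translation elongation (lower, adjusted p = 0.0012) among the rest. The lowest was adjusted p = 0.715 with an estimated correlation. The count of 80 became 52 and 45 without control replicates 1 and 2, and 18 without control + HMB replicate 2.

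The comparison of DIO + HMB and DIO asked what HMB changed in obese mice. T cell, cytotoxic, NK cell, regulatory T cell and checkpoint genes rose with HMB. All 12 T cell genes (mean 0.87, adjusted p = 7.35e-07), all 14 cytotoxic genes (mean 0.55, adjusted p = 2.2e-06) and 9 of 10 NK cell genes (mean 0.49, adjusted p = 0.000886) were higher. So were all 10 regulatory T cell genes (mean 0.48, adjusted p = 0.00264) and 11 of 13 immune checkpoint genes (mean 0.36, adjusted p = 0.000746). For each of them, adjusted p = 0.529 with an estimated correlation. Examples were Ubash3a (1.04, SE 0.39) and Cd6 (1.08, SE 0.42), which modulate T cell receptor signaling, Cd8b1, the beta chain of CD8 (0.87, SE 0.30), Klrd1, an NK receptor subunit (0.92, SE 0.28), Ctla4 (0.68) and Tox, a transcription factor of T cell exhaustion (0.66, SE 0.21). All 14 B cell genes were higher as well (mean 1.15, adjusted p = 6.02e-06, and adjusted p = 0.529 with an estimated correlation), such as Ighm, the IgM heavy chain (1.31, SE 0.41), and Jchain (2.03, SE 0.74). DIO + HMB replicate 1 carried much of this: without it the mean was 0.28 for B cell (adjusted p = 0.0224), 0.47 for T cell (adjusted p = 0.000404) and 0.37 for cytotoxic genes (adjusted p = 0.000404). Without DIO replicate 3, the array lowest in 19 of the 51 lists, the T cell mean was 0.64 (adjusted p = 0.000676), and the regulatory T cell call was lost (adjusted p = 0.109). The checkpoint mean was 0.24 without DIO replicate 3 and 0.23 without DIO + HMB replicate 1.

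**Figure D3:**
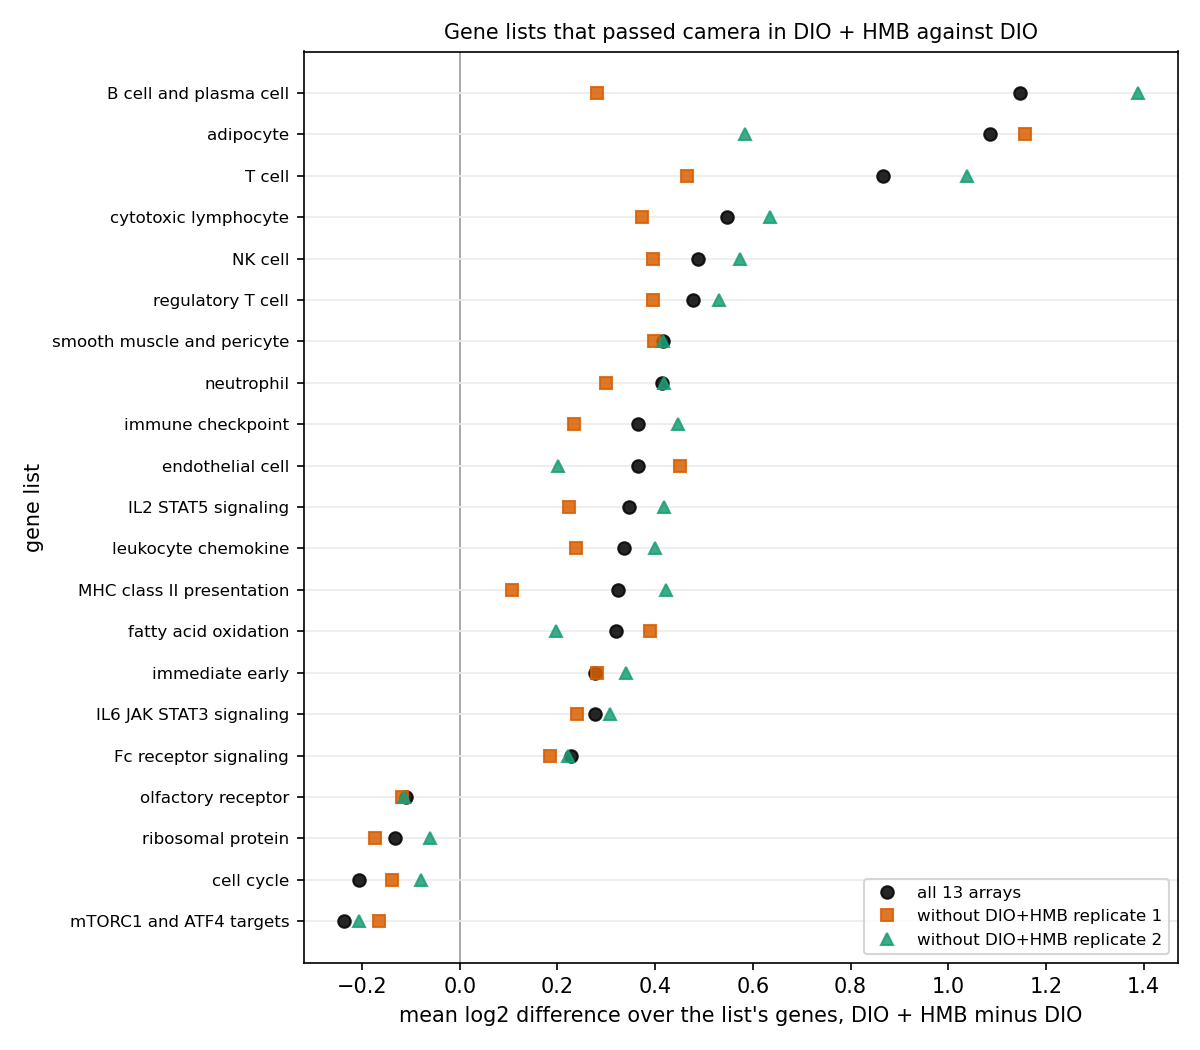
Mean log2 difference between DIO + HMB and DIO (horizontal axis) for the 21 gene lists that passed (vertical axis), with all 13 arrays and without DIO + HMB replicate 1 or 2. The B cell mean is 1.15 with all arrays and 0.28 without DIO + HMB replicate 1.

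Endothelial, smooth muscle, neutrophil, adipocyte and fatty acid oxidation genes rose in DIO + HMB relative to DIO. Endothelial genes were higher in 15 of 16 (mean 0.36, adjusted p = 2.46e-06), for example Pecam1 (0.62, SE 0.21) and Plvap (0.57, SE 0.22). Smooth muscle and pericyte genes were higher in 12 of 13 (mean 0.42, adjusted p = 7.79e-05), for example Lmod1 (0.54, SE 0.15) and Myh11, the smooth muscle myosin heavy chain (0.67). Neutrophil genes were higher in 12 of 15 (mean 0.41, adjusted p = 7.79e-05), among them the chemokine receptor gene Cxcr2 (1.19, SE 0.23) and the gelatinase gene Mmp9 (1.27, SE 0.35). Adipocyte genes were higher in 17 of 18 (mean 1.08, adjusted p = 6.02e-06), such as Pparg, the master regulator of fat cell formation (1.12, SE 0.40), and the lipid droplet gene Plin4 (1.00, SE 0.37). Fatty acid oxidation genes were higher in 18 of 20 (mean 0.32, adjusted p = 7.79e-05), such as Pdk4 (1.70, SE 0.65), which restrains glucose oxidation. For these 5 lists, adjusted p = 0.529 with an estimated correlation. DIO + HMB replicate 2 stood out for fat genes, and without it the means were 0.58 for adipocyte (adjusted p = 0.0088), 0.20 for endothelial (adjusted p = 0.00332) and 0.20 for fatty acid oxidation genes (adjusted p = 0.013). Without DIO replicate 3, which was lowest for neutrophil, smooth muscle and endothelial genes too, the smooth muscle call was lost (adjusted p = 0.371), and the means were 0.66 for adipocyte and 0.25 for neutrophil genes. Adjusted over the list alone, Cxcr2, Mmp9 and Lmod1 passed.

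Further signaling lists rose, and each of these calls was lost without at least 1 array. IL6-STAT3 genes were higher in 15 of 17 (mean 0.28, adjusted p = 0.000916), such as Osmr, the oncostatin M receptor (0.70, SE 0.25). Fc receptor signaling genes were higher in 11 of 13 (mean 0.23, adjusted p = 0.00383) and IL2-STAT5 genes in 14 of 17 (mean 0.35, adjusted p = 0.00596), and for these 3 lists adjusted p = 0.529 with an estimated correlation. Leukocyte chemokine genes were higher in 13 of 19 (mean 0.34, adjusted p = 0.0177, and adjusted p = 0.602 with an estimated correlation), such as Cxcl13, which attracts B cells (1.92, SE 0.71). MHC class II genes were higher in 9 of 10 (mean 0.32, adjusted p = 0.0254, and adjusted p = 0.544 with an estimated correlation). Immediate early genes, induced within minutes of a stimulus or of tissue handling, were higher in 14 of 16 (mean 0.28, adjusted p = 0.00383, and adjusted p = 0.529 with an estimated correlation), such as Zfp36 (0.53). Without DIO replicate 3, the same array as above, the calls of IL6-STAT3 (adjusted p = 0.096), Fc receptor (0.0944), IL2-STAT5 (0.268), chemokine (0.617) and immediate early genes (0.165) were lost. Without DIO replicate 1 those of MHC class II (0.165) and chemokine genes (0.0862) were lost. Without DIO + HMB replicate 1 those of IL2-STAT5 (0.0733), MHC class II (0.354) and chemokine genes (0.0507) were lost, and without DIO + HMB replicate 3 those of MHC class II (0.0552) and immediate early genes (0.143) were lost. In some of these settings the mean did not shrink: it was 0.32 and 0.33 for MHC class II genes without DIO replicate 1 or DIO + HMB replicate 3, and 0.38 for chemokine genes without DIO replicate 1. Without DIO replicate 2 the chemokine mean was 0.58.

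Cell cycle genes and mTORC1 and ATF4 targets fell in DIO + HMB relative to DIO. All 24 cell cycle genes were lower (mean -0.21, adjusted p = 0.000582, and adjusted p = 0.648 with an estimated correlation), such as Top2a, the topoisomerase of dividing cells (-0.39, SE 0.17). Of the mTORC1 and ATF4 targets 16 of 18 were lower (mean -0.24, adjusted p = 0.00127, and adjusted p = 0.529 with an estimated correlation), such as Trib3 (-0.81, SE 0.20), which passed when adjusted over the list alone, and Atf5 (-0.42, SE 0.14). Ribosomal protein genes (16 of 20 lower, mean -0.13, adjusted p = 0.0254, and adjusted p = 0.602 with an estimated correlation), such as Rps20 (-0.78, SE 0.22), and odorant receptor genes (770 of 1088 lower, mean -0.11, adjusted p = 7.79e-05, and adjusted p = 0.529 with an estimated correlation) fell too. With array width as a covariate the odorant receptor list gave adjusted p = 0.469. Without DIO replicate 2 the means were -0.07 for odorant receptor, -0.36 for cell cycle and -0.39 for mTORC1 and ATF4 genes, and without DIO + HMB replicate 4 the cell cycle mean was -0.33. The mTORC1 and ATF4 call was lost without DIO replicate 1 (adjusted p = 0.124), the cell cycle call without DIO replicate 3 (0.161) or DIO + HMB replicate 2 (0.162). The ribosomal call was lost without DIO replicate 1 (0.105), DIO replicate 3 (0.0644), DIO + HMB replicate 2 (0.402) or DIO + HMB replicate 3 (0.0504). Its mean was -0.06 without DIO + HMB replicate 2 and -0.13, -0.14 and -0.13 without DIO replicate 1, DIO replicate 3 and DIO + HMB replicate 3. Without DIO + HMB replicates 1 and 2 together, a setting chosen after seeing the data, cell cycle genes were higher than in DIO (mean 0.085, adjusted p = 0.222).

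In all, 21 lists passed between DIO + HMB and DIO, 17 higher and 4 lower. Without DIO + HMB replicates 1 and 2 together 16 lists passed, 12 of them among the 21. The B cell and adipocyte lists did not pass then (adjusted p = 0.135 and 0.0856), nor did neutrophil genes (adjusted p = 0.0539). Without DIO replicate 2, 35 lists passed. Adding array width as a covariate kept 14 of the 21 calls. With the lower-expressed genes left out 19 of the 21 lists could be tested and 16 calls were kept. No gene passed in limma (0 of 22180, lowest adjusted p = 0.705), and 1571 (740 higher, 831 lower) had an unadjusted p under 0.05, where chance gives 1109. The pairwise t statistic also passed 0 genes and had 1356 at an unadjusted p under 0.05. The genes of lowest p, which did not pass, were Cxcr2, the inflammasome gene Nlrp10 (0.88, SE 0.18) and the flavin monooxygenase gene Fmo4 (0.83), all higher, with 1 gene skipped by symbol. Lower were Acsm1, a medium-chain acyl-CoA synthetase (-0.76, SE 0.14), and Lpcat4, a lysophospholipid acyltransferase (-0.63, SE 0.12), with 5 genes skipped. Without DIO replicate 1, 1 gene passed. Of the Reactome sets 58 rose and 27 fell, among them interleukin signaling (higher, 89 genes, adjusted p = 5.64e-05), B cell receptor signaling (higher, 26 genes, adjusted p = 0.000246), T cell receptor signaling (higher, 40 genes, adjusted p = 0.00144) and mitotic prometaphase (lower, 92 genes, adjusted p = 0.000801). The lowest was adjusted p = 0.762 with an estimated correlation. The count of 85 became 137 and 11 without DIO replicates 2 and 3, 39 and 178 without DIO + HMB replicates 2 and 4, and 9 without DIO + HMB replicates 1 and 2 together.

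The comparison of DIO + HMB and control combined both treatments. Adipocyte, fatty acid oxidation, endothelial and smooth muscle genes rose. All 18 adipocyte genes (mean 1.25, adjusted p = 0.000698), such as Lep, the leptin gene (2.81, SE 1.13), and 19 of 20 fatty acid oxidation genes (mean 0.48, adjusted p = 0.000669), such as Pdk4 (2.63, SE 0.65), were higher. The same held for all 16 endothelial genes (mean 0.38, adjusted p = 0.000698), such as the endothelial transcription factor gene Sox17 (0.74), and for 12 of 13 smooth muscle and pericyte genes (mean 0.52, adjusted p = 0.00416), such as Myh11 (1.02, SE 0.24) and Abcc9, a potassium channel subunit of pericytes (0.68, SE 0.20). The next lists that rose were IL6-STAT3 genes (14 of 17, mean 0.38, adjusted p = 0.00645), with Stat3 (0.55, SE 0.15) and Il6ra (0.60, SE 0.18), neutrophil genes (13 of 15, mean 0.42, adjusted p = 0.00848), with Cxcr2 (1.23, SE 0.23), and immediate early genes (14 of 16, mean 0.39, adjusted p = 0.00559), with Dusp1 (0.79, SE 0.20). The remaining lists that rose were glycolysis (13 of 13, mean 0.24, adjusted p = 0.0225), hypoxia (15 of 19, mean 0.33, adjusted p = 0.045), Fc receptor signaling (11 of 13, mean 0.26, adjusted p = 0.045), B cell (13 of 14, mean 0.94, adjusted p = 0.0229) and leukocyte chemokine genes (16 of 19, mean 0.48, adjusted p = 0.045). With an estimated correlation, adjusted p = 0.851 for B cell, adjusted p = 0.843 for chemokine and adjusted p = 0.832 for the other lists. DIO + HMB replicate 1 decided the B cell list, which without it had a mean of 0.08 (adjusted p = 0.941), and DIO + HMB replicate 2 held the highest adipocyte score. Without replicate 2 the means were 0.74 for adipocyte and 0.21 for endothelial genes, and without control replicate 2 the adipocyte mean was 2.00. Adjusted over the list alone, Pdk4, Abcc9, Acta2, Myh11, Il6ra, Lifr, Stat3, Dusp1 and Cxcr2 passed as higher and Rps20 and the neutrophil gene Ly6g as lower, while 0 list members passed over all genes.

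Odorant receptor genes (798 of 1088 lower, mean -0.13, adjusted p = 2.92e-05) and ribosomal protein genes (17 of 20 lower, mean -0.17, adjusted p = 0.0183), such as Rps20 (-0.99, SE 0.22), fell in DIO + HMB relative to control, with adjusted p = 0.832 with an estimated correlation for both. With array width as a covariate the odorant receptor list gave adjusted p = 0.829, in the other direction. The fatty acid oxidation, endothelial, smooth muscle, IL6-STAT3 and odorant receptor lists passed without each array in turn, with highest adjusted p = 0.0309, 0.0422, 0.0283, 0.0417 and 0.000952. With the lower-expressed genes left out, however, only the ribosomal call was kept among the 12 lists that could be tested, and adjusted p = 0.0825 for fatty acid oxidation and smooth muscle genes and 0.096 for endothelial and IL6-STAT3 genes. With array width as a covariate 5 of the 14 calls were kept, and those of fatty acid oxidation (0.388) and IL6-STAT3 genes (0.0839) were among the lost. The adipocyte and glycolysis calls were lost without control replicate 1 (adjusted p = 0.0664 and 0.194), and the glycolysis call also without DIO + HMB replicate 3 (0.0502). The neutrophil call was lost without DIO + HMB replicate 1 (0.0866) and the immediate early call without control replicate 2 (0.0764). Without control replicate 3 the B cell and ribosomal calls were lost (0.0759 each), and the ribosomal call also without DIO + HMB replicate 2 (0.16). The hypoxia call was lost without control replicates 1 (0.184) or 2 (0.0685) or DIO + HMB replicates 1 (0.0913) or 4 (0.0649). The Fc receptor call was lost without any of control replicates 1 and 2, DIO replicates 1 and 2 and DIO + HMB replicates 1, 2 and 3 (adjusted p up to 0.251), and the chemokine call without any of these but DIO + HMB replicate 2 (up to 0.302). The means stayed near those with all arrays for B cell genes without control replicate 3 (0.91), for hypoxia genes (0.29 to 0.33), for Fc receptor genes without DIO + HMB replicates 2 or 3 (0.25 each) and for chemokine genes without control replicate 1 (0.44) or DIO + HMB replicate 3 (0.47). Most of the mean also stayed for glycolysis genes without DIO + HMB replicate 3 (0.20) and for Fc receptor genes without DIO + HMB replicate 1 (0.21). The means of Fc receptor (0.26) and chemokine genes (0.48) did not move without DIO replicates 1 or 2, which are not in this comparison. They were 0.73 for chemokine and 0.39 for Fc receptor genes without control replicate 3, and 0.26 for immediate early genes without DIO + HMB replicate 3. The count of 14 lists became 23 without control replicate 3 and 24 without DIO + HMB replicate 4.

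No gene passed between DIO + HMB and control in limma (0 of 22180), while 3273 (1774 higher, 1499 lower) had an unadjusted p under 0.05, where chance gives 1109. The pairwise t statistic passed 0 genes and had 3053 at an unadjusted p under 0.05. The lowest p belonged to Kctd21 (1.52, SE 0.20, adjusted p = 0.123), which shares its control arrays with the comparisons above, followed by Trim30a (1.63, SE 0.25), Narf (0.91), Ggps1 (0.83) and Zbtb24 (0.98), all higher and none past the threshold. Lower were Tcstv3 (-0.85), Xcl1 (-0.97), Tlcd1 (-0.76) and the neurofilament gene Nefm (-0.86), with 6 genes skipped by symbol. Without control replicate 3, 3 genes passed, and Kctd21 passed without control + HMB replicate 2 (adjusted p = 0.0375) or DIO + HMB replicate 1 (adjusted p = 0.0479). Of the Reactome sets 86 rose and 20 fell, led by asparagine-linked glycosylation (higher, adjusted p = 1.09e-05), with respiratory electron transport again lower (adjusted p = 0.000184), and the lowest was adjusted p = 0.507 with an estimated correlation.

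The comparison of DIO + HMB and control + HMB asked what obesity changed in mice given HMB. Adipocyte genes (17 of 18 higher, mean 0.64, adjusted p = 0.000567), B cell genes (13 of 14, mean 0.72, adjusted p = 0.000574) and fatty acid oxidation genes (17 of 20, mean 0.24, adjusted p = 0.00327) rose. So did neutrophil genes (13 of 15, mean 0.22, adjusted p = 0.00327), smooth muscle genes (10 of 13, mean 0.22, adjusted p = 0.0129), endothelial genes (13 of 16, mean 0.13, adjusted p = 0.0354) and mast cell and eosinophil genes (13 of 14, mean 0.34, adjusted p = 0.0395). Cholesterol synthesis genes (16 of 17 lower, mean -0.30, adjusted p = 0.000574) and NK cell genes (9 of 10 lower, mean -0.29, adjusted p = 0.0129) fell, and Xcl1 passed when adjusted over the NK list alone. For every list, adjusted p = 0.993 with an estimated correlation. Each of the 9 calls was lost without at least 1 array: without DIO + HMB replicate 1 the B cell list (adjusted p = 0.146, in the other direction) and the neutrophil list (0.114). Without DIO + HMB replicate 2 the calls of the adipocyte (0.395), fatty acid oxidation (0.323), cholesterol (0.0725), NK (0.12), smooth muscle (0.108) and endothelial lists (0.753, in the other direction) were lost. Without control + HMB replicate 1 the NK (0.072), endothelial (0.284) and smooth muscle calls (0.245) were lost. Without control + HMB replicate 2 the neutrophil (0.0703), NK (0.55) and mast cell calls (0.0538) were lost. Without control + HMB replicate 3 the endothelial (0.285) and mast cell calls (0.225) were lost, and the mast cell call also without DIO replicate 2 (0.0573) or DIO + HMB replicate 3 (0.519). The mean stayed at 0.22 for smooth muscle genes without DIO + HMB replicate 2, at -0.28 for NK genes without control + HMB replicate 1 and at 0.34 for mast cell genes without DIO replicate 2, and it was 0.45 for mast cell genes without control + HMB replicate 2. Neutrophil genes kept most of their mean without control + HMB replicate 2 (0.18). Other means that single arrays moved were those of B cell (1.08) and adipocyte genes (1.13) without DIO + HMB replicate 3, of cholesterol genes (-0.45) without DIO + HMB replicate 4, of NK genes (-0.52) without control + HMB replicate 3, and of endothelial genes without DIO + HMB replicate 1 (0.22) or control + HMB replicate 2 (0.25). The count of 9 lists became 14, 5 and 15 without DIO + HMB replicates 1, 2 and 4, and 17 without control + HMB replicate 2. Adding array width as a covariate kept 8 of the 9 calls, and with the lower-expressed genes left out 6 of the 8 that could be tested.

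In limma 0 genes passed between DIO + HMB and control + HMB, and 633 (207 higher, 426 lower) had an unadjusted p under 0.05, fewer than the 1109 that chance gives. The pairwise t statistic passed 0 genes and had 764 at an unadjusted p under 0.05. The genes of lowest p, which did not pass, included the antitrypsin gene Serpina1e (1.58, SE 0.35) and the chemokine gene Ccl20 (0.71), higher with 4 genes skipped by symbol, and Lrrc19 (-0.69, SE 0.12, adjusted p = 0.618) and Tcstv3 (-0.69), lower. No Reactome set passed (0 of 693), and 12 and 49 passed without DIO + HMB replicates 2 and 4.

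To ask whether HMB moved the same genes with and without obesity, its effects in the control diet and in DIO, which share no array, were correlated across genes. They gave r = 0.292 and rho = 0.295 (permutation p = 0.02, 100 draws, genes are not independent replicates), and 60.9% of the genes had the same sign. Simulated unchanged groups gave r = 0.0712 on average, and their range of -0.377 to 0.475 holds the observed r. Without control + HMB replicate 2, r was 0.177. Both HMB groups also had wider arrays on average than the same diet without HMB, as given above. Whether width contributes to this r was not tested. Averaged over both diets, 17 lists rose with HMB and 2 fell. Endothelial genes rose (16 of 16 higher, mean 0.30, adjusted p = 0.000123), as did cytotoxic lymphocyte genes (14 of 14, mean 0.41, adjusted p = 0.000599) and T cell genes (12 of 12, mean 0.55, adjusted p = 0.00115). NK cell genes (9 of 10, mean 0.45, adjusted p = 0.00175), MHC class II genes (10 of 10, mean 0.34, adjusted p = 0.00616) and B cell genes (13 of 14, mean 0.68, adjusted p = 0.00937) rose too. Ribosomal protein genes (16 of 20 lower, mean -0.14, adjusted p = 0.00275) and odorant receptor genes (774 of 1088 lower, mean -0.09, adjusted p = 4.37e-06) fell. With an estimated correlation, adjusted p = 0.62 for odorant receptor genes and adjusted p = 0.64 for the other lists. Adjusted over the list alone, Eomes, a transcription factor of cytotoxic cells, the checkpoint genes Havcr2, Pdcd1 and Tox, Klrd1, Stat3 and H2-DMb1 were among the members that rose. DIO + HMB replicate 1 held the highest B cell and T cell scores, and without it the averaged means were 0.25 for B cell and 0.35 for T cell genes. With array width as a covariate the odorant receptor list gave adjusted p = 0.969, in the other direction. The other 11 lists that rose were fatty acid oxidation, adipocyte, smooth muscle, checkpoint, IL6-STAT3, immediate early, Fc receptor, neutrophil, regulatory T cell, chemokine and macrophage genes, and 16 of the 19 calls were kept without each array in turn. Adding array width as a covariate kept 11 of the 19. With the lower-expressed genes left out 7 of the 17 that could be tested were kept, without those of T cell (adjusted p = 0.112), NK (0.0897) and MHC class II genes (0.112). The exceptions over single arrays were regulatory T cell, chemokine and macrophage genes. The regulatory T cell call (adjusted p = 0.0125) was lost without control replicate 2 (0.0605), control + HMB replicate 2 (0.214) or DIO replicate 3 (0.0681). The chemokine call (adjusted p = 0.0205) was lost without control replicates 1 or 2, control + HMB replicate 2 or DIO replicates 1 or 3 (up to 0.218). The macrophage call (adjusted p = 0.046) was lost without control replicates 1 or 2, control + HMB replicates 2 or 3, DIO replicates 1 or 3 or DIO + HMB replicates 2 or 3 (up to 0.223). The chemokine mean was 0.31 without control replicate 1 and 0.36 without DIO replicate 1, and the macrophage mean 0.10 without control replicate 2 or control + HMB replicate 2 and 0.13 to 0.15 in the other settings. Without DIO replicate 2, 29 lists passed.

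No gene passed for the averaged HMB effect in limma (0 of 22180), and 3072 (1797 higher, 1275 lower) had an unadjusted p under 0.05, where chance gives 1109. The genes of lowest p, each with adjusted p = 0.213, were Kctd21 (0.96, SE 0.15), the zinc finger gene Zfp518a (0.60), Cxcr2 (0.95, SE 0.17) and the adaptor gene Sla (0.55), all higher. Lower were Gas8 (-0.47), Caly (-0.55), Snhg11 (-0.67) and Psg17 (-0.60), with 2 genes skipped by symbol. Of the Reactome sets 93 rose and 23 fell, led by interleukin signaling (higher, adjusted p = 3.5e-05), and the lowest was adjusted p = 0.438 with an estimated correlation.

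Whether HMB acted differently in DIO than in control mice was tested by the interaction. The HMB effect in DIO was above that in the control diet for all 14 B cell genes (mean difference 0.92, adjusted p = 0.00326), all 12 T cell genes (0.63, adjusted p = 0.0048), 11 of 14 mast cell and eosinophil genes (0.78, adjusted p = 0.0186) and 12 of 14 cytotoxic genes (0.27, adjusted p = 0.0482). It was below that in the control diet for all 18 mTORC1 and ATF4 targets (-0.41, adjusted p = 0.00142), 18 of 19 hypoxia genes (-0.47, adjusted p = 0.00835), 23 of 24 cell cycle genes (-0.28, adjusted p = 0.0153) and all 17 cholesterol synthesis genes (-0.37, adjusted p = 0.0208). For all 8 lists, adjusted p = 0.989 with an estimated correlation. Each call was lost without at least 1 array. The B cell call was lost without DIO + HMB replicate 1 (adjusted p = 0.656), the mTORC1 and ATF4 call without control + HMB replicate 3 (0.0545) and the hypoxia call without that array (0.088) or control replicate 1 (0.051). The T cell, cytotoxic and mast cell calls were each lost without control replicate 3, control + HMB replicate 3 or DIO replicate 3, with adjusted p up to 0.155, 0.642 and 0.351. The T cell and cytotoxic calls were also lost without DIO + HMB replicate 1 (0.192 and 0.28), the cytotoxic call without control replicate 2 or DIO replicate 1, and the mast cell call without DIO + HMB replicate 3. The cell cycle and cholesterol calls were lost without control replicate 1, control + HMB replicate 3, DIO replicate 3 or DIO + HMB replicates 1 or 2, and the cell cycle call also without control + HMB replicate 1 or DIO replicate 1, with adjusted p up to 0.414 and 0.546. The means of cytotoxic genes were 0.49 without control replicate 1 and 0.41 without DIO replicate 2, that of mast cell genes was 1.22 without control replicate 2, and that of cell cycle genes was -0.43 without DIO replicate 2. The count of 8 lists became 5 without DIO replicate 3, 13 without control + HMB replicate 2 and 1 without control + HMB replicate 3. Of the 8 calls 2 were kept with array width as a covariate, and with the lower-expressed genes left out 5 of the 7 that could be tested. Several of the lost calls kept most of their mean: 0.30 and 0.29 for cytotoxic genes without control replicate 2 or DIO replicate 1, -0.43 and -0.39 for hypoxia genes without control replicate 1 or control + HMB replicate 3, -0.32 for mTORC1 and ATF4 targets without that array, and -0.29, -0.24 and -0.23 for cell cycle genes without control + HMB replicates 3 or 1 or DIO replicate 1. Cholesterol genes kept -0.28 without control + HMB replicate 3, and -0.29 and -0.27 without DIO + HMB replicates 1 and 2. Their mean was -0.21 without control replicate 1 and -0.19 without DIO replicate 3.

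No gene passed for the interaction in limma (0 of 22180, lowest adjusted p = 0.933), for which the model recovered 20% of simulated genes changed by 1, and 1068 had an unadjusted p under 0.05, where chance gives 1109. Kctd21 was among those of lowest p (-1.42, SE 0.30), as were Unc13a (-0.98) and the smooth muscle gene Lmod1 (0.96), with 3 genes skipped by symbol among the higher and 2 among the lower. For 13 Reactome sets the HMB effect differed, 2 above and 11 below that in the control diet, among them mitotic prometaphase (below, adjusted p = 0.00696), and the lowest was adjusted p = 0.989 with an estimated correlation. The count of 13 became 0, 69 and 0 without DIO replicates 1, 2 and 3, 0, 3, 28 and 68 without DIO + HMB replicates 1, 2, 3 and 4, 3 and 63 without control replicates 1 and 3, and 0 and 22 without control + HMB replicates 1 and 2. The diet effects without and with HMB, which also share no array, gave r = 0.0672 and rho = 0.0404 across genes (permutation p = 0.31, 100 draws), where simulated unchanged groups gave r = 0.0269 on average (-0.557 to 0.478). The DIO effect and the HMB effect in DIO, which share the DIO arrays, gave r = -0.294 with a covariance of -0.0223. Simulated unchanged groups gave r = -0.503 on average (-0.813 to -0.0893) with a covariance of -0.0358, and leaving out DIO replicate 1 moved r to -0.489.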

Values the study reported

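In the study, the control diet supplied 10% of its energy as fat and the diet used to induce obesity 60%. HMB was given in the feed at 1% by weight. Tumors were started with 250,000 cells. Its gene set enrichment analysis used 1000 permutations. For DIO + HMB against control, the study reported more than 100 enriched Gene Ontology sets.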

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

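Tests chosen only after the result was seen were the lymphocyte differences without DIO + HMB replicate 1 or DIO replicate 3, the adipocyte difference without DIO + HMB replicate 2, the choice of 6 lymph node genes, array width as a covariate, and other settings for Reactome sets. In DIO + HMB, the only group of 4, an array was taken to stand apart when its gap to the nearest array exceeded 0.829 of the whole range of the group. That was so for 23 of 252 results checked (51 list scores, 197 named genes and 4 measures of the arrays), or 9.13%. Of the 23, 18 were values of replicate 1. Chance gives about 1 in 20 for separate results, but many named genes belong to the lists checked and were picked by their differences. The 9.13% therefore cannot be set against that share, and the 18 values are not separate evidence.

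Replicate 1 stood apart in the scores for T cell (gap 0.841 of the range), B cell (0.899), dendritic cell (0.83), skin (0.904) and epithelial ductal genes (0.863). By the same rule it stood apart for Gja1 (0.857), Psg25 (0.88), Cd3e (0.902), Cd3g (0.872), Ctsw (0.83), Cd8b1 (0.966) and Il2ra (0.872). It did so too for Ighm (0.836), Cd79b (0.921), Blk (0.863), Il6ra (0.85), H2-Ob (0.837) and Btla (0.884). The rule sets the gap against the range of the group, so it does not give its size. Cd79b was 9.415 in replicate 1 and 5.752 to 6.042 in the other DIO + HMB arrays. Il6ra was 9.149 against 9.065 to 9.077, inside the 8.145 to 9.195 of the other groups, and Psg25 was 1.648 against 1.468 to 1.49. Replicate 2 stood apart for Fmo4 (0.874), replicate 3 for skeletal muscle (0.932) and odorant receptor genes (0.832, score -0.109), and replicate 4 for Nlrp10 (0.838) and Vav1 (0.945).

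Lymphocyte genes were higher in DIO + HMB than in DIO while 1 DIO + HMB array was far richer in them than the rest. The B cell difference was 1.15 (SE 0.77) with all arrays and 0.281 (SE 0.12) without replicate 1, which is still more than 2 SE above 0. This test was chosen after the result was seen. DIO + HMB replicate 3 (score -0.449) lay close to the DIO arrays (-0.516 to -0.473), while replicates 2 and 4 (-0.077 and -0.127) lay above them. Whether replicate 1 alone accounts for the B cell difference therefore stays open. A list of 24 lymph node genes, written once the B cell scores had been seen, held mostly B cell genes, which restate the B cell score, and of its 6 measured genes of vessels, stroma and sinuses 4 were highest in replicate 1, for example Glycam1 (7.88 against a mean of 3.46 in the other 12 arrays), while Siglec1 (8.04 against 8.19) and Clec4g (2.62 against 2.63) were not, so lymph node tissue in that array stays open, as does a lymphoid aggregate inside the tumor, which was not tested. For the 26 T cell and cytotoxic genes the difference was 0.70 (SE 0.36) with all arrays, 0.416 (SE 0.29) without DIO + HMB replicate 1 and 0.509 (SE 0.40) without DIO replicate 3, which was lowest in 19 of the 51 lists, and this spread leaves open whether either array accounts for it. An effect of HMB on T cells in obese mice stays open as well, since the T cell genes were on average 0.47 higher without replicate 1.

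Odorant receptor genes, which encode receptors of the olfactory epithelium, were lower in both HMB groups. They were dim (mean log2 value 1.82 against 4.79 for all genes), and random lists of other genes as dim also fell, with a median of -0.0734. The odorant median of -0.092 lay below all 10000 random lists (percentile 0, lowest -0.0914). The random lists were drawn gene by gene, so their spread leaves out correlation among odorant receptor genes and differences between mice. This rank therefore does not decide whether the fall was shared equally by all dim genes. Within groups the odorant score fell with the SD of all other genes in the array (r = -0.866, permutation p = 0.0156, 13 arrays). The rank correlation was rho = -0.764 (permutation p = 0.0149), and r = -0.661 without the 2 arrays of most extreme SD. The odorant values did not enter this SD. Yet 99.6% of these genes lay below the median of all genes, and an array widens when dim genes fall together. The relation thus need not be particular to odorant receptor genes. Background and normalization that stretched some arrays may account for the list, whose call was lost with width as a covariate. That loss cannot decide, since the SE of a gene for the averaged HMB effect grew 1.6-fold at the median in that fit. A change in receptor transcription by HMB was not tested apart from width.

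Adipocyte and fatty acid oxidation genes were higher in DIO + HMB than in DIO in tumors grown under the skin. The adipocyte difference of 1.08 (SE 0.81) became 0.584 (SE 0.76) without DIO + HMB replicate 2, and neither value exceeded 2 SE. That array was chosen for its highest adipocyte score, so a fall was fixed in advance and decides nothing about fat tissue in it. The mean was 0.66 without DIO replicate 3. The fatty acid oxidation difference of 0.32 (SE 0.18) became 0.073 (SE 0.083) with the adipocyte and skeletal muscle scores as covariates, and the lists share 0 genes. The fatty acid oxidation genes thus followed the fat and muscle scores, and tissue taken along with the tumor may carry both lists. Fat cells that grew within the tumors of obese mice given HMB would give the same values and stay open.

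The interaction of diet and HMB passed camera with the preset correlation for B cell (adjusted p = 0.00326), T cell (0.0048), mast cell and eosinophil (0.0186) and cytotoxic lymphocyte genes (0.0482), and for mTORC1 and ATF4 targets (0.00142), hypoxia (0.00835), cell cycle (0.0153) and cholesterol synthesis genes (0.0208). All 8 calls had adjusted p = 0.989 with an estimated correlation, and 0 of the 8 were kept without each array in turn, with adjusted p = 0.656 for B cell genes without DIO + HMB replicate 1. The interaction also passed for 13 Reactome sets, for 0 with an estimated correlation, and for 0 to 69 when single arrays were left out.

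Among 17824 probe sets without a single gene symbol, which the comparisons did not use, 3 passed between control + HMB and control. They were 17200251 (log2 difference 2.20, SE 0.26), 17205999 (1.43, SE 0.18) and 17209765 (3.16, SE 0.40). In limma, adjusted p = 0.0297 each, adjusted over these 17824 probe sets alone. Means in control, control + HMB, DIO and DIO + HMB were 2.16, 4.36, 3.46 and 3.27 for 17200251. They were 4.98, 6.41, 5.59 and 5.85 for 17205999, and 1.64, 4.81, 3.53 and 4.18 for 17209765. Control was the lowest group for each, also below DIO without HMB, so a difference from control was not limited to the HMB groups. For the averaged HMB effect 2 passed, 17205071 and 17209261, with equal values in all arrays (1.34, SE 0.14, adjusted p = 0.00548) and group means of 1.97, 3.34, 1.76 and 3.06 in control, control + HMB, DIO and DIO + HMB. These 5 probe sets were chosen after their values were seen.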

How the results depend on the processing

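Settings chosen after seeing the data were tissue scores or array width as covariates, leaving out DIO + HMB replicates 1 and 2 together, and all alternatives for Reactome sets. Of the values of single named genes under all alternatives, 6044 kept their direction and side of the threshold, 5 newly passed and 8 changed direction, and of those of single lists 1185 kept their call, 375 lost it and 11 changed direction. As 0 genes passed in all 7 comparisons, no named gene had a call to lose, so the 6044 speak to direction alone. Signal near the background limits the dim genes, and the cause of the changes below was not tested except where fewer arrays or genes entered the test.

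Between control + HMB and control, 1 gene passed with the lower-expressed genes left out and 2 with a variance trend and robust estimation. With an estimated correlation, and with fry's test of a shift in 1 direction, 0 lists passed in all 7 comparisons, and with an estimated correlation 0 Reactome sets passed. Fry's test of change in either direction, which does not compare a list with other genes, passed 2 lists for DIO and 6 for DIO + HMB against control, 7 for the averaged HMB effect and 0 in the other comparisons. For scale, all 7 comparisons had passing lists in the main test and with fgsea. With the lower-expressed genes left out, 2 lists passed for control + HMB and 1 for DIO + HMB against control and 9 for the averaged HMB effect, and 3 Reactome sets for DIO against control, 159 for DIO + HMB against DIO and 2 for the interaction. With the replicate number as a block (replicate block), 2 lists passed for control + HMB and 23 for DIO + HMB against control, 16 for DIO + HMB against control + HMB and 13 for the interaction, with 180, 54 and 74 Reactome sets for DIO + HMB against DIO, DIO + HMB against control + HMB and the interaction. The numbers are not known to pair the mice, and 18 pairs of arrays with the same number had r = -0.185 to 0.298 (median -0.0108). With array width as a covariate, 3 lists passed for DIO and 5 for control + HMB against control and 3 for the interaction. Without DIO + HMB replicates 1 and 2, 4 lists passed for control + HMB against control and 3 for the interaction, and 9, 45 and 2 Reactome sets for DIO + HMB against DIO, DIO + HMB against control + HMB and the interaction. With the 1000 genes of largest F, the groups held 65.8% of the variation.

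Directions changed for H2-Oa (-0.0714) and H2-Ob (-0.219) between DIO + HMB and DIO with tissue scores as covariates, and between DIO + HMB and control with array width as a covariate for Ccl12 (-0.161), Fcgr4 (-0.0166), Kdm3a (-0.00258), Ldha (-0.104), Pkm (-0.018) and Acot2 (-0.165). Width also turned the lists of cell cycle genes for DIO against control (adjusted p = 0.962), glycolysis genes for DIO + HMB against control (0.841), and odorant receptor genes for control + HMB (0.664) and DIO + HMB (0.829) against control and for the averaged HMB effect (0.969). Without DIO + HMB replicates 1 and 2 the directions of cell cycle genes for DIO + HMB against DIO (0.222) and the interaction (0.832) and of B cell genes for DIO + HMB against control + HMB (0.041) and control (0.799) turned, as did B cell genes without replicate 1 (0.146) and endothelial genes without replicate 2 (0.753) for DIO + HMB against control + HMB. Over single arrays left out, those 2 lists ranged from adjusted p = 7.88e-08 to 0.146 and from 0.000662 to 0.753.

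With each array left out in turn, 0 genes passed for DIO against control, DIO + HMB against control + HMB, the averaged HMB effect and the interaction, 0 to 1 for control + HMB against control and DIO + HMB against DIO, and 0 to 3 for DIO + HMB against control. In the order DIO, control + HMB and DIO + HMB against control, DIO + HMB against DIO, DIO + HMB against control + HMB, averaged effect and interaction, 5 to 9, 1 to 15, 10 to 24, 15 to 35, 5 to 17, 16 to 29 and 1 to 13 lists passed, and 0 to 68, 18 to 91, 78 to 123, 11 to 178, 0 to 49, 92 to 136 and 0 to 69 Reactome sets. The correlation of HMB effects ran from 0.177 to 0.352, that of diet effects from -0.046 to 0.185, that of the DIO effect with the HMB effect in DIO from -0.489 to -0.208, and the share between groups from 28% to 30.9%.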

Other observations

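The gene groups that follow did not pass the test. M2-like macrophage genes were higher than in control in 13 of 16 in DIO (mean 0.42, adjusted p = 0.415), 15 of 16 in control + HMB (mean 0.41, adjusted p = 0.209) and 15 of 16 in DIO + HMB (mean 0.48, adjusted p = 0.0679), 3 comparisons that share the control arrays. Between DIO + HMB and control, genes of the epithelial-mesenchymal transition were higher in 16 of 20 (mean 0.27, adjusted p = 0.0693), complement genes in 10 of 13 (mean 0.34, adjusted p = 0.0794), prostaglandin genes in 12 of 17 (mean 0.26, adjusted p = 0.0943) and fibroblast and matrix genes in 15 of 16 (mean 0.46, adjusted p = 0.189). Between DIO + HMB and DIO, NRF2 and glutathione genes were higher in 11 of 16 (mean 0.10, adjusted p = 0.0647), genes of leucine and HMB metabolism in 12 of 16 (mean 0.087, adjusted p = 0.0783) and M1-like macrophage genes in 11 of 15 (mean 0.22, adjusted p = 0.1). Skeletal muscle genes, for which arrays varied most, were higher in 11 of 21 (mean 0.19, adjusted p = 0.736). Interferon gamma response genes had a mean of -0.042 between DIO + HMB and DIO (adjusted p = 0.808).

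Some hypotheses on the size of the effects were tested. Tests chosen only after the result was seen were the counts of genes at an unadjusted p under 0.05 in other splits and those with array width as a covariate. The first hypothesis was that any split of the arrays gives as many calls. For genes that passed, the real count was 0 in all 7 comparisons, which any split reaches (35 of 35 or 100 of 100), so this count tests nothing, and other splits gave up to 3 genes. For lists the real count and the highest other were 21 and 36 for DIO + HMB against DIO (12 of 35 splits as large), 9 and 31 against control + HMB (31 of 35), 14 and 34 against control (22 of 35), 19 and 36 for the averaged effect (34 of 100) and 8 and 34 for the interaction (84 of 100). For Reactome sets they were 85 and 237 (16 of 35), 0 and 234 (35 of 35), 106 and 269 (16 of 35), 116 and 196 (21 of 100) and 13 and 252 (68 of 100) in the same order. The real count of 0 sets against control + HMB likewise tests nothing, and chance is not excluded for the other counts. For the interaction the labels were permuted within each diet. An HMB effect shared by the diets then enters the other splits, so the shares for the interaction cannot decide. Splits with several times the real count may reflect list members correlated above the preset value, or a structure of the samples. With an estimated correlation, 0 lists and 0 Reactome sets passed for the real groups in all 7 comparisons. The calls of the real groups thus depended on the preset value. The other splits were not run with an estimated correlation, so the sources of their counts were not told apart. For DIO and for control + HMB against control, 10 splits are too few for a share under 0.05. There the real and highest other counts were 0 and 3 and 0 and 0 for genes, 7 and 26 and 1 and 24 for lists, and 21 and 160 and 80 and 91 for Reactome sets.

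The number of genes at an unadjusted p under 0.05 told more. For DIO + HMB against control it was 3273 against at most 2409 in other splits (1 of 35 as large). For the averaged HMB effect it was 3072 against at most 2881 (1 of 100). Chance is thus unlikely for these 2 counts, but it is not excluded. The tests were chosen after the result was seen and were not corrected for the number of comparisons. Other splits had counts as large for DIO + HMB against DIO (1571 and 1747, 4 of 35). The same held for DIO + HMB against control + HMB (633 and 1361, 33 of 35) and the interaction (1068 and 3072, 49 of 100). For the interaction, labels were permuted within each diet. Exchanging the control and control + HMB labels turns it into the averaged HMB effect, whose count is the same 3072. These splits thus hold HMB differences and are no reference without effect, so the share for the interaction decides nothing. For DIO and control + HMB against control, with too few splits, the counts were 1717 and 2008, and 2537 and 1790. Array width may contribute to the excess, since the control arrays were the narrowest group on average. Across genes, the slope on width within groups correlated with the difference between DIO + HMB and control at r = 0.301 (exact permutation p = 0.14, one-sided, 5184 orders, highest 0.475) and with the averaged HMB effect at r = 0.304 (exact permutation p = 0.111, highest 0.478), which leaves width open. With width as a covariate the counts were 976 and 871, and the SE of a gene grew 1.6-fold at the median, so that fit had less power.

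A further hypothesis was that picking genes by the group labels makes any grouping look separated. The share of variation between groups after picking was 65.8% for the real labels, and 4 of 100 labellings, the real one included, had a share as large, with a highest value of 71.5%. Picking alone gave a mean of 58%. Fewer than 0.05 of the labellings had a share as large as the real one, but 4 of 100 lies too near that limit to decide. Over all genes, without picking, the groups held 27.2% of the variation against a mean of 25% for permuted labels (permutation p = 0.212). Picking as the only source of the 65.8% is thus not excluded.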
